A study of Mus musculus with 14 samples. Its data were reported in "MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program" (2016).

How the data were processed

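Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map MLL1, WDR5 and histone H3 lysine 4 dimethylation (H3K4me2) in mouse bone marrow cells transformed with the MLL-AF9 fusion, called MAF9 cells. MAF9 cells were grown in Iscove's medium with 15% serum and interleukin-3 at 10 ng per ml and received MM-401 at 20 µM for 2 days or its solvent DMSO. MAF9-transduced cells carrying floxed Mll1 alleles and a tamoxifen-inducible Cre recombinase, called Mll1 flox cells here, received 4-hydroxytamoxifen (4OHT) at 400 nM for 2 days or its solvent ethanol (EtOH). Per the labels, each ChIP used 15 µl of antibody. The 14 samples comprised 4 inputs, which were not analysed here, and 10 ChIP libraries with 1 peak list each. MLL1 was mapped in DMSO and MM-401 only.

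The authors deposited each list as peak positions (chromosome, start and end), called on 1 library at a time with no pooling. The deposited values hold no score, height, fold, p-value or read count, so the depth behind a peak is unknown and no amount of binding could be compared. In 9 of the 10 lists every peak carried an HPEAK name and lay on a grid of 25 bp, which identified HPeak, a caller that bins the genome, and these positions were read as 1-based and inclusive. The DMSO MLL1 list had no names and no grid, with 4.12% of its starts on grid positions, and the study described a different caller, MACS, for MLL1 in these cells. Its starts were read as 0-based, which leaves a possible error of 1 bp. Any comparison of MLL1 between DMSO and MM-401 therefore also compares these 2 callers. The aligner, the thresholds of the HPeak lists, the filters and the genome build were not given in the sources used here.

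Across the lists, 3817 peaks, 211 of them on chromosome 1, lay beyond the last gene of their chromosome in a GRCm38 gene table. A peak can also lie past the last gene in the right build, so this count does not settle the build. The lists were treated as not being in GRCm38 coordinates, and that table was not used for positions. For this reason the planned promoter shares, gene-level overlaps and peaks at named genes were not run, and coordinates are given as deposited, in an unstated mouse build.

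Peaks were compared by position with Python 3.11.15 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. A peak was called overlapped when at least 1 bp was shared with a peak of the other list. Shares carry 95% Wilson binomial intervals, which cover the counting of peaks only and treat neighbouring peaks as independent. With 1 library per condition and antibody there was no replicate error, so no test between conditions was run and no p-value is given. As a background, the peaks of the first list were placed at random 100 times within the span of their chromosome. A closer background, added after the lists had been examined, moved every peak by 10 to 50 kb, again 100 times. The overlap code was tested on simulated lists made from the real DMSO lists of MLL1, WDR5 and H3K4me2 and called 100% of their peaks correctly, with the same counts as bedtools 2.31.1.

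Comparisons, alternatives and the rule for peaks named by position were fixed before the data were examined. The comparisons were between antibodies within DMSO, between each treatment and its solvent, and of DMSO peaks with the EtOH lists. The DMSO and EtOH lists share no treatment and give the level of overlap between control libraries. The overlap of EtOH peaks with DMSO, the reverse of that comparison, was not among the shares fixed beforehand. The alternatives counted peaks up to 2 kb apart as shared, required 50% of the peak to be covered, kept the widest 50% of each list, or reduced the longer list of a pair to as many of its widest peaks as the shorter list had. Width served as rank because the lists hold no score. The named peaks are the widest peaks of each list without overlap in its treatment partner, and the widest DMSO MLL1 peak overlapping WDR5 and H3K4me2 in DMSO and MLL1 under MM-401. Chosen after the lists had been examined were the width classes, the distance steps, the splits of H3K4me2 peaks by WDR5 or MLL1, the comparison with WDR5 peaks kept under MM-401, the counts per chromosome, and a setting that reduced all lists of an antibody to the length of the shortest.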

Results

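The series mapped MLL1, WDR5 and H3K4me2 in MLL-AF9 leukemia cells before and after disruption of the MLL1 complex. MLL1 is a histone methyltransferase that places H3K4 methylation, and WDR5 is a core subunit of the complexes formed by MLL1 and its relatives. MM-401 is a small molecule that blocks the contact between MLL1 and WDR5, and 4OHT activates the Cre recombinase that deletes Mll1 in the Mll1 flox cells. The lists give positions only, so read depth was unknown for all 10 libraries, and a peak absent from a list is a peak that was not called there. Whether Mll1 was deleted under 4OHT could not be checked in the lists, because MLL1 was not mapped in those cells. The study states that it assessed the efficiency of deletion by genotyping.

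The lists differed in length. In MAF9 cells under DMSO there were 8525 MLL1 peaks, 14481 WDR5 peaks and 105136 H3K4me2 peaks. Under MM-401 there were 27345 MLL1 peaks, 17273 WDR5 peaks and 92025 H3K4me2 peaks. In Mll1 flox cells the EtOH lists held 34587 WDR5 and 100898 H3K4me2 peaks, and the 4OHT lists held 41054 WDR5 and 91305 H3K4me2 peaks. WDR5 peaks were narrow, with a median width of 175 bp in DMSO, 150 bp under MM-401 and 125 bp in both Mll1 flox lists. H3K4me2 peaks had median widths from 300 bp in EtOH to 450 bp under MM-401. H3K4me2 covered 97.2 Mb in DMSO and 90.8 Mb under MM-401, and 101 Mb in EtOH against 91.2 Mb under 4OHT. WDR5 covered 3.17 Mb in DMSO, 3.33 Mb under MM-401, 5.88 Mb in EtOH and 6.78 Mb under 4OHT. Thus H3K4me2 was called at fewer peaks, and WDR5 at more peaks, after both treatments. The MLL1 count also rose under MM-401, but the DMSO and MM-401 MLL1 lists came from different callers and their counts were not comparable.

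To ask where the subunits of the complex coincided in untreated MAF9 cells, the DMSO lists were overlapped with each other. Of the 8525 MLL1 peaks, 474 overlapped a WDR5 peak, or 5.56% (95% Wilson interval 5.09 to 6.07%). Random placement gave 0.242% on average, and moving the peaks by 10 to 50 kb gave 0.564% with a highest value of 0.762%. The share depended most on the distance allowed and was 23.8% when peaks up to 2 kb apart counted as shared. In the opposite direction, 483 of 14481 WDR5 peaks overlapped an MLL1 peak, or 3.34% (3.06 to 3.64%). H3K4me2 was found at 51.6% (50.6 to 52.7%) of MLL1 peaks and at 88.7% (88.1 to 89.2%) of WDR5 peaks, against 11.6% and 13.9% after moves of 10 to 50 kb. Of the 474 MLL1 peaks with WDR5, 458 also had H3K4me2, or 96.6% (94.6 to 97.9%).

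**Figure D1:**
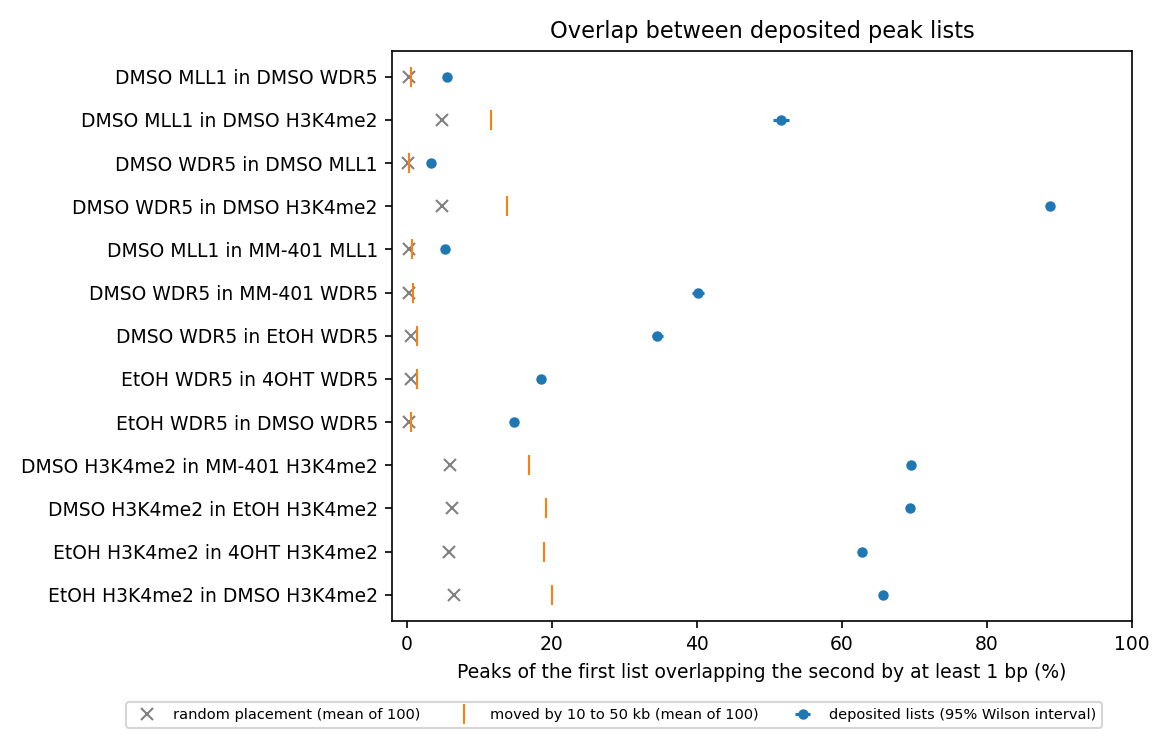
Share of peaks of the first list (vertical axis) that overlap the second list by at least 1 bp (horizontal axis, percent), for pairs of deposited lists. Points are the deposited lists with 95% Wilson intervals, crosses the mean of 100 random placements and bars the mean of 100 moves by 10 to 50 kb; of the pairs drawn, WDR5 in H3K4me2 under DMSO is the highest at 88.7% and WDR5 in MLL1 the lowest at 3.34%.

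The effect of MM-401 on MLL1 positions could be read only across callers. Of the DMSO MLL1 peaks, 452 of 8525 overlapped an MLL1 peak under MM-401, or 5.30% (4.85 to 5.80%), and 1.70% (1.56 to 1.86%) of the 27345 MM-401 peaks overlapped one in DMSO. Both shares exceeded every move by 10 to 50 kb, the highest of which gave 0.974% and 0.304%. The share differed with the mark at the peak. MLL1 peaks with H3K4me2 in DMSO were overlapped under MM-401 in 9.63% of cases (8.80 to 10.5%) and those without it in 0.679% (0.470 to 0.980%). Those with WDR5 were overlapped in 15.6% of cases (12.6 to 19.2%) and those without in 4.70% (4.25 to 5.18%). Under MM-401 itself, 3.73% (3.51 to 3.96%) of MLL1 peaks overlapped WDR5 and 42.4% (41.9 to 43.0%) overlapped H3K4me2.

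For WDR5, where all lists came from HPeak, 5810 of 14481 DMSO peaks were overlapped under MM-401, or 40.1% (39.3 to 40.9%). The 8671 others were not called there. As a measure of what separate control libraries shared, the EtOH list overlapped 34.5% (33.8 to 35.3%) of the DMSO peaks, although it held more peaks. The treated list of the same cells thus overlapped more of the DMSO WDR5 peaks than the untreated list of the other cells did, a difference of 5.59 percentage points that exceeded the counting intervals. It shrank to 0.283 points, within the intervals, when peaks up to 2 kb apart counted as shared. Of the MM-401 WDR5 peaks, 34.2% (33.5 to 34.9%) overlapped a DMSO peak.

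For H3K4me2, 73057 of 105136 DMSO peaks were overlapped under MM-401, or 69.5% (69.2 to 69.8%). The EtOH list overlapped 69.4% (69.2 to 69.7%) of them, and the intervals of the 2 shares coincided. This equality depended on the setting. MM-401 shared more than EtOH when peaks up to 2 kb apart counted as shared, 90.3% against 85.7%, and when all 4 lists were reduced to the same number, 75.7% against 73.6%. With the widest 50% of each list the shares were 84.7% and 85.0%, with overlapping intervals. In bases, 81.4% of the DMSO H3K4me2 length was covered under MM-401 and 82.0% in EtOH. Of the DMSO peaks, 39.4% (39.1 to 39.7%) were covered under MM-401 by less than 50% of their length or not at all, and 40.3% (40.0 to 40.6%) in EtOH. The limit of 50% mattered, since only 20.6% (20.4 to 20.9%) of them were covered over their whole length under MM-401, against 31.1% (30.9 to 31.4%) in EtOH. Of the MM-401 H3K4me2 peaks, 80.1% (79.8 to 80.3%) overlapped a DMSO peak.

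Deletion of Mll1 was examined in the same way. Of 34587 EtOH WDR5 peaks, 6403 were overlapped under 4OHT, or 18.5% (18.1 to 18.9%), and 15.6% (15.3 to 16.0%) of the 41054 4OHT peaks overlapped an EtOH peak. The DMSO list overlapped 14.7% (14.3 to 15.1%) of the EtOH WDR5 peaks. The DMSO list was much shorter. With all 4 WDR5 lists reduced to 14481 peaks, the shares were 28.4% under 4OHT and 27.3% in DMSO, with overlapping intervals. With each pair reduced to equal numbers they were 17.7% and 27.3%, but these were shares of different sets of EtOH peaks, so no order can be read from them. For H3K4me2, 62.8% (62.5 to 63.1%) of 100898 EtOH peaks were overlapped under 4OHT and 65.7% (65.4 to 66.0%) in DMSO, and 78.8% (78.5 to 79.1%) of the 4OHT peaks overlapped an EtOH peak. In bases, 80.8% of the EtOH H3K4me2 length was covered under 4OHT and 79.1% in DMSO.

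WDR5 peaks of the Mll1 flox cells also lay outside H3K4me2 more often. In EtOH 54.3% (53.8 to 54.9%) and under 4OHT 47.1% (46.6 to 47.6%) of WDR5 peaks overlapped H3K4me2 of the same condition, against 88.7% in DMSO and 87.7% (87.2 to 88.2%) under MM-401. The gap lay mainly in narrow peaks. At 75 to 100 bp, 37.9% (37.0 to 38.7%) of EtOH and 83.6% (82.3 to 84.8%) of DMSO WDR5 peaks overlapped H3K4me2, while at 201 to 300 bp the shares were 89.7% (88.7 to 90.6%) and 90.2% (89.1 to 91.2%). The 4OHT share at 201 to 300 bp was 83.1% (82.0 to 84.2%). At 501 to 1000 bp EtOH was again lower, 86.3% (83.7 to 88.5%) against 97.2% (95.2 to 98.3%). Cell line and experiment changed together between these lists, so their contributions cannot be separated.

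The question of whether MM-401 and Mll1 deletion affected the same WDR5 sites was addressed with the DMSO WDR5 peaks that were also called in EtOH. Of the 2254 such peaks absent under MM-401, 1247 were also absent under 4OHT, or 55.3% (53.3 to 57.4%). Among the 2746 that were overlapped under MM-401, 1195 were absent under 4OHT, or 43.5% (41.7 to 45.4%). Without the requirement for EtOH, the shares were 76.1% (75.2 to 77.0%) of 8671 and 60.8% (59.5 to 62.0%) of 5810. Peaks absent under MM-401 were narrower, and within width classes up to 500 bp the difference was smaller. It was 65.2% against 64.0% at 75 to 100 bp, 58.5% against 55.2% at 101 to 200 bp and 53.0% against 51.9% at 201 to 300 bp, in each case within overlapping intervals. At 301 to 500 bp it was 43.4% (38.2 to 48.8%) against 37.2% (34.1 to 40.5%), also with overlapping intervals. At 501 to 1000 bp the difference was about as large as over all widths, 32.6% (23.6 to 43.0%) of 86 against 20.4% (16.2 to 25.4%) of 294, but with so few peaks the intervals overlapped.

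H3K4me2 loss was then related to occupancy by the complex. Of 11524 DMSO H3K4me2 peaks with a WDR5 peak, 1.17% (0.991 to 1.38%) were absent under MM-401, against 34.1% (33.8 to 34.4%) of 93612 peaks without one. Peaks with MLL1 were absent in 2.00% of cases (1.61 to 2.48%) and peaks without MLL1 in 31.6% (31.3 to 31.9%). The EtOH list lacked 2.40% (1.97 to 2.93%) of peaks with and 31.7% (31.4 to 31.9%) of peaks without MLL1, in each case with overlapping intervals. From the EtOH list, 3.03% (2.73 to 3.36%) of peaks with and 33.9% (33.6 to 34.2%) of peaks without WDR5 were absent, so those with WDR5 were absent more often there than under MM-401. The order was the same with peaks up to 2 kb apart counted as shared, 0.647% against 2.36%, with 50% of the peak covered, 2.53% against 5.65%, and with the widest 50% of each list, 1.47% against 1.85%, the last within overlapping intervals. With every H3K4me2 list shortened to its widest 14481 peaks, where absent means missing from the shortened list, 7.60% (6.94 to 8.31%) were absent under MM-401 and 7.24% (6.60 to 7.95%) in EtOH, again within overlapping intervals. H3K4me2 peaks with WDR5 were wide, with a median of 1875 bp against 350 bp. At a width of 201 to 300 bp, 15.5% (11.7 to 20.3%) of 271 peaks with WDR5 and 48.6% (47.7 to 49.5%) of those without were absent under MM-401, and 32.1% (26.8 to 37.9%) and 46.9% (46.1 to 47.8%) were absent in EtOH. In all 6 width classes and for both lists, H3K4me2 peaks with WDR5 were absent less often than those without, by more than the intervals. For MLL1 this did not hold among narrow peaks. At 201 to 300 bp, 46.5% (32.5 to 61.1%) of 43 peaks with MLL1 and 47.9% (47.1 to 48.8%) of those without were absent under MM-401, and the intervals also overlapped at 75 to 100 bp and 101 to 200 bp. At 301 to 500 bp the shares were 13.0% (7.21 to 22.3%) of 77 and 27.2% (26.5 to 28.0%).

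Overlap rose with every step of peak width in the 6 ordered comparisons of WDR5 lists examined, which paired DMSO with MM-401, EtOH with 4OHT and DMSO with EtOH in both directions. Of DMSO WDR5 peaks of 75 to 100 bp, 18.6% (17.3 to 19.9%) were overlapped under MM-401, rising to 55.1% (53.3 to 56.8%) at 201 to 300 bp and to 94 of 95 peaks above 1000 bp. In EtOH the same peaks gave 18.7%, 41.9% and 95 of 95. EtOH WDR5 peaks of 75 to 100 bp were overlapped under 4OHT in 5.77% of cases (5.37 to 6.19%) and those above 1000 bp in 101 of 101. DMSO H3K4me2 peaks rose from 27.7% (26.9 to 28.5%) to 99.6% under MM-401, and from 35.0% (34.2 to 35.8%) to 98.7% in EtOH.

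**Figure D2:**
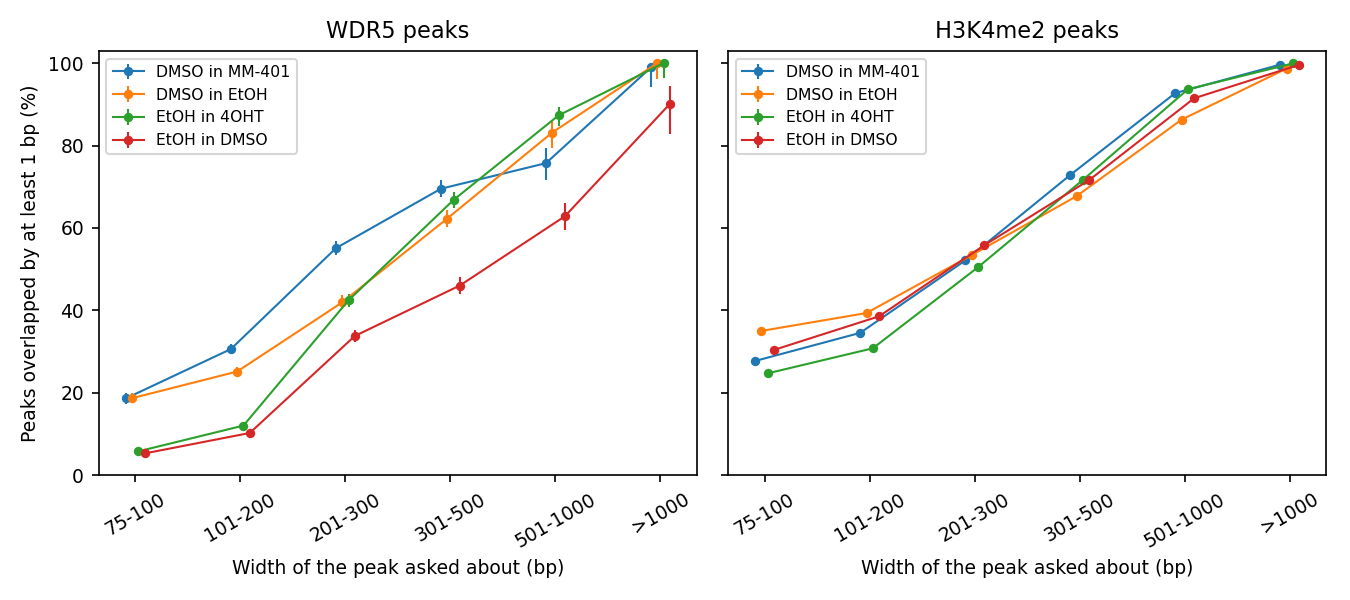
Share of WDR5 peaks (left) and H3K4me2 peaks (right) overlapped by at least 1 bp (vertical axis, percent) by width of the peak asked about (horizontal axis, bp), for treated against control lists and for the control lists of both cell lines. Points carry 95% Wilson intervals; DMSO WDR5 peaks in MM-401 rise from 18.6% at 75 to 100 bp to 98.9% above 1000 bp.

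Peaks named by position, on the unstated build, showed how these differences looked at single sites. The widest DMSO WDR5 peak with no overlap under MM-401 was on chromosome 8 from 98424751 to 98426450, a width of 1700 bp. It was called in both Mll1 flox WDR5 lists and lay in H3K4me2 of all 4 conditions, and the nearest MM-401 WDR5 peak was 4301 bp away. The widest MM-401 WDR5 peak without overlap in DMSO was on chromosome 3 from 97860551 to 97861250 and was likewise called in EtOH and 4OHT. The widest EtOH WDR5 peak absent under 4OHT was on chromosome 8 from 75071626 to 75072550, with a 4OHT peak 1051 bp away, and the widest 4OHT peak absent in EtOH was on chromosome 5 from 138612301 to 138613300, with an EtOH peak 201 bp away. For H3K4me2, the widest DMSO peak absent under MM-401 was on chromosome 7 from 146087501 to 146091425, with an MM-401 peak 926 bp away and peaks of both Mll1 flox lists over it. The widest MM-401 H3K4me2 peak absent in DMSO was on chromosome 1 from 91826426 to 91827975, 8076 bp from the nearest DMSO peak. The widest EtOH H3K4me2 peak absent under 4OHT, on chromosome 6 from 124666251 to 124667625, was 1151 bp from a 4OHT peak, and the widest 4OHT one absent in EtOH, on chromosome 13 from 20889726 to 20890875, was 26 bp from an EtOH peak.

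Across callers, the widest DMSO MLL1 peak without overlap under MM-401 was on the mitochondrial chromosome, from 10986 to 15690. No other list had any mitochondrial peak, so this absence says nothing about MM-401. The widest MM-401 MLL1 peaks without overlap in DMSO were 650 bp wide, and the first of the 2 by position lay on chromosome 13 from 55548201 to 55548850, inside H3K4me2 of all 4 conditions and 63691 bp from the nearest DMSO MLL1 peak. The widest DMSO MLL1 peak shared with WDR5, H3K4me2 and MM-401 MLL1 was on chromosome 17 from 39979926 to 39983765, and all 9 other lists had a peak over it. Its width of 3840 bp was far above the median of 179 bp of its list. Whether it is a bound site or a region called with any antibody was not tested. Of the 10 absences named by the rule over all antibodies, 5 remained when peaks up to 2 kb apart counted as shared, the mitochondrial one among them.

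Peaks were also counted per chromosome, over the 21 chromosomes with peaks in every list. Chromosome 1 held 10.6% (10.2 to 11.2%) of the DMSO and 10.8% (10.4 to 11.3%) of the MM-401 WDR5 peaks, but 7.71% (7.43 to 8.00%) of the EtOH and 7.35% (7.10 to 7.60%) of the 4OHT peaks. For WDR5 and for H3K4me2 it was the 1 numbered chromosome whose share was higher in both MAF9 lists than in both Mll1 flox lists by more than the intervals, and none was lower. For H3K4me2 the shares were 7.18% in DMSO, 7.26% under MM-401, 6.53% in EtOH and 6.66% under 4OHT. MLL1, mapped in MAF9 cells only, had 11.0% of its DMSO peaks and 10.5% of its MM-401 peaks on chromosome 1. The wider 50% of the WDR5 lists gave 13.3% in DMSO, 13.5% under MM-401, 9.54% (9.11 to 9.99%) in EtOH and 7.60% (7.25 to 7.98%) under 4OHT, where EtOH and 4OHT differed by more than the intervals.

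**Figure D3:**
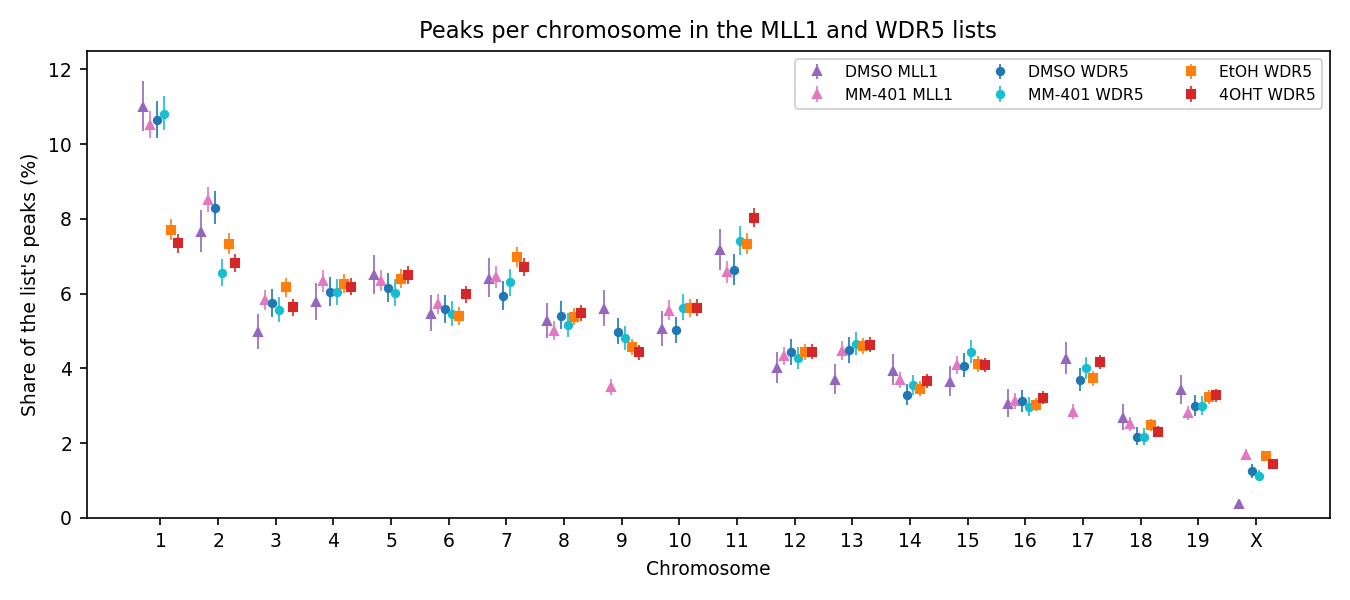
Share of each list's peaks on each numbered chromosome and on X (horizontal axis; share on the vertical axis, percent) for the MLL1 and WDR5 lists, with 95% Wilson intervals. On chromosome 1 the MAF9 lists lie between 10.5% and 11.0% and the Mll1 flox lists at 7.71% and 7.35%.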

Values the study reported

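The study reported 8 525 MLL1 peaks in MLL-AF9 cells and 13 075 WDR5 peaks. It stated that about 60% of 5 233 annotated MLL1 targets were bound by WDR5, and that 40% of the WDR5 targets carried MLL1. H3K4me2 was described as completely or partly lost at 10 118 loci under MM-401, about 60% of all H3K4me2 peaks. WDR5 was reported to leave about 2 500 gene loci under MM-401, of which about 70% also lost WDR5 in Mll1-deleted cells. Loss of MLL1 under MM-401 was given for 1 641 gene loci, or 32% of the MLL1 sites.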

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

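The test of peak width below was written down before its result was seen, and both patterns were noticed only after the lists had been compared. With 1 library per condition, no test of whether the treatment changes differed between the cell lines was possible.

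The mean width of H3K4me2 peaks moved in opposite directions in the 2 cell lines. It rose by 62.6 bp under MM-401, from 924 bp in DMSO to 987 bp, and fell by 0.135 bp under 4OHT, from 999 bp in EtOH to 998 bp. The difference between these changes was not tested, and the second is far below the 25 bp grid of the lists. The median width rose in both, from 425 to 450 bp under MM-401 and from 300 to 375 bp under 4OHT, so the opposite signs held for the mean but not for the median. Loss of narrow peaks from the shorter MM-401 list was weighed as a technical cause. Among H3K4me2 peaks of at least 500 bp the mean width was 97.1 bp higher under MM-401 than in DMSO, but this does not decide, because a loss graded by width would also raise the mean among wide peaks. Every width class held fewer peaks under MM-401 than in DMSO. The counts were 10884 against 12314 at 75 to 100 bp, 16049 against 18605 at 101 to 200 bp and 11236 against 13226 at 201 to 300 bp. They were 10146 against 12263 at 301 to 500 bp, 14100 against 16605 at 501 to 1000 bp and 29610 against 32123 above 1000 bp. The fall was thus not confined to the narrowest peaks, and loss of narrower peaks stays open. Read depth, which sets how far a caller extends a wide peak and which the lists do not hold, stays open too, as does an effect of MM-401. Among peaks of at least 500 bp the mean was 2247 bp over 39263 peaks in EtOH and 1964 bp over 41021 peaks under 4OHT, which likewise does not follow single peaks.

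The share of WDR5 peaks on chromosome 1 rose by 0.172 percentage points under MM-401 and fell by 0.365 points under 4OHT. The opposite signs drew attention to it, but the counting intervals of treated and control lists overlapped in both cell lines with all peaks. With the wider 50% of each list, a setting chosen after seeing the data, the intervals of DMSO (13.3%) and MM-401 (13.5%) still overlapped, while 9.54% (9.11 to 9.99%) in EtOH exceeded 7.60% (7.25 to 7.98%) under 4OHT. The difference between the changes was not tested, and the cause of this dependence on width was not tested. No biological explanation of the opposite signs was tested. The larger gap between the cell lines is treated among the other observations.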

How the results depend on the processing

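Every overlap share fixed before the data were examined moved beyond its counting interval under every alternative tried, so the levels of these shares depend on the definition of overlap and on the length of the lists, while their order mostly did not. Merging touching peaks changed no count or covered length, because no list held peaks that touched or overlapped, so this alternative tested nothing. With only numbered chromosomes kept, the number of peaks and the covered length of all 10 lists were within 1.5 times the reported value. Few peaks lay on other chromosomes, so that limit could not be reached. No paired analysis was possible because each condition and antibody had 1 library. Each comparison of MLL1 between DMSO and MM-401 below crosses the 2 callers.

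With peaks up to 2 kb apart counted as shared, 16 of the 17 shares rose, by construction, while the joint absence, whose set of peaks also changes, fell. In this setting, 23.8% of DMSO MLL1 peaks were shared with WDR5 and 59.6% with H3K4me2, and 16.6% of DMSO WDR5 peaks were shared with MLL1 and 96.5% with H3K4me2. Between DMSO and MM-401 the shares were 24.3% of DMSO and 9.17% of MM-401 peaks for MLL1, 63.2% and 55.4% for WDR5, and 90.3% and 95.2% for H3K4me2. Between EtOH and 4OHT they were 42.5% of EtOH and 37.9% of 4OHT peaks for WDR5, and 93.9% and 96.0% for H3K4me2. EtOH shared 62.9% of DMSO WDR5 and 85.7% of DMSO H3K4me2 peaks, and the joint absence under 4OHT was 29.9%.

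With 50% of the peak required to be covered, 16 of the 17 shares fell, again by construction, and the joint absence rose. In this setting, 2.70% of DMSO MLL1 peaks were shared with WDR5 and 50.1% with H3K4me2, and 1.35% of DMSO WDR5 peaks were shared with MLL1 and 82.6% with H3K4me2. Between DMSO and MM-401 the shares were 2.19% of DMSO and 0.984% of MM-401 peaks for MLL1, 31.1% and 27.3% for WDR5, and 60.6% and 72.6% for H3K4me2. Between EtOH and 4OHT they were 12.7% of EtOH and 10.9% of 4OHT peaks for WDR5, and 53.1% and 69.9% for H3K4me2. EtOH shared 23.6% of DMSO WDR5 and 59.7% of DMSO H3K4me2 peaks, and the joint absence under 4OHT was 63.7%.

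With the widest 50% of each list, 11 of the 17 shares rose and 6 fell, and the cause was not tested. In this setting, 4.13% of DMSO MLL1 peaks were shared with WDR5 and 55.9% with H3K4me2, and 2.50% of DMSO WDR5 peaks were shared with MLL1 and 87.4% with H3K4me2. Between DMSO and MM-401 the shares were 4.81% of DMSO and 1.54% of MM-401 peaks for MLL1, 46.7% and 39.5% for WDR5, and 84.7% and 92.0% for H3K4me2. Between EtOH and 4OHT they were 26.8% of EtOH and 22.6% of 4OHT peaks for WDR5, and 78.9% and 93.8% for H3K4me2. EtOH shared 40.8% of DMSO WDR5 and 85.0% of DMSO H3K4me2 peaks, and the joint absence under 4OHT was 51.7%.

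With the longer list of each pair reduced to its widest peaks, 8 shares rose and 9 fell, and the fall of overlap with the shortened H3K4me2 lists follows from their reduction. In this setting, 3.95% of DMSO MLL1 peaks were shared with WDR5 and 26.9% with H3K4me2, and 3.99% of DMSO WDR5 peaks were shared with MLL1 and 50.5% with H3K4me2. Between DMSO and MM-401 the shares were 3.06% of DMSO and 3.05% of MM-401 peaks for MLL1, 38.1% and 38.3% for WDR5, and 75.4% and 78.4% for H3K4me2. Between EtOH and 4OHT they were 17.7% of EtOH and 17.5% of 4OHT peaks for WDR5, and 66.8% and 77.7% for H3K4me2. EtOH shared 27.6% of DMSO WDR5 and 70.9% of DMSO H3K4me2 peaks, and the joint absence under 4OHT was 58.2%.

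A setting chosen after seeing the data reduced all lists of an antibody to the number in the shortest. For WDR5 it gave 38.1% of DMSO and 38.3% of MM-401 peaks in the other list, 28.4% of EtOH and 28.4% of 4OHT peaks, and 27.6% of DMSO peaks in EtOH. For H3K4me2 it gave 75.7% and 78.6%, 66.8% and 77.7%, and 73.6%. The cause of these moves was not tested beyond the reduction itself.

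The order of treated against control lists was less dependent on the setting than the levels. DMSO WDR5 peaks were shared with MM-401 more often than with EtOH in all 5 distinct settings, the reported one included (both reductions to equal numbers are the same here, because DMSO is the shortest WDR5 list), by 0.283 points with a gap of up to 2 kb, which is within the intervals, to 10.5 points. EtOH WDR5 peaks were shared with 4OHT more often than with DMSO in 5 of 6 settings, by as little as 1.12 points when all lists had the same length, and less often with equal numbers per pair, 17.7% against 27.3%, which are shares of different sets of EtOH peaks. For DMSO H3K4me2 the difference between MM-401 and EtOH ran from -0.327 points with the widest 50% to 4.57 points with equal numbers per pair, and for EtOH H3K4me2 the difference between 4OHT and DMSO ran from -4.58 points with 50% covered to 1.49 points with equal numbers per pair. Equal numbers per pair again compare different sets of peaks, and with all lists at the same length these differences were 2.12 and -0.971 points. Joint absence exceeded absence among WDR5 peaks kept under MM-401 in all 5 settings tried, by 5.90 to 11.8 points before peak width was taken into account.

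The remaining results were recomputed in the same ways, a step chosen after seeing the data. Most of them were added after seeing the data. The overlap of EtOH peaks with DMSO was not among the shares fixed beforehand, which held only its reverse. Among 19 shares each, 2 stayed within their interval with a gap of up to 2 kb, 0 with 50% covered and 0 with equal numbers per pair, and 5 of 25 values did with the widest 50%. Planned shares of peaks at promoters, gene-level overlaps and peaks at named genes were not run, because the build of the lists was unknown. Depth limits all of these results. Without read counts, a change in binding at a called peak cannot be measured, and an uncalled peak cannot be separated from one just under the threshold.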

Other observations

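Patterns here were found by looking through the lists. The tests by peak width, of WDR5 peaks above 300 bp, of lists from 1 caller, of the windows of chromosome 1, of MM-401 as the source of its share and of chromosome 9 were chosen only after the values they use had been seen. The others were written down before their results.

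WDR5 overlap between a treated list and its control was no lower than between the control lists of the 2 cell lines, 40.1% against 34.5% for DMSO peaks and 18.5% against 14.7% for EtOH peaks. With all WDR5 lists at the same length the second pair of shares was 28.4% and 27.3%, with overlapping intervals. A candidate explanation is that many absences are peaks near the calling limit. In the 6 ordered pairs of WDR5 lists examined, DMSO with MM-401, EtOH with 4OHT and DMSO with EtOH in both directions, the overlap rose at every step of width, from between 5.26% and 18.7% for the narrowest peaks to between 90.1% and 100% for the widest, which is consistent with that explanation whether or not a treatment separated the lists. Removal of WDR5 by MM-401 cannot be told apart from it with these lists. The study also measured MLL1, WDR5 and H3K4me2 at selected loci by separate ChIP assays in repeated experiments. Those loci included a group in which it reported disrupted WDR5 binding. Of DMSO WDR5 peaks above 300 bp, 28.2% (26.5 to 30.0%) were absent under MM-401, fewer than the 32.5% (30.7 to 34.3%) absent in EtOH, or the 40.0% absent from an EtOH list reduced to the length of the MM-401 list. But EtOH also differs in cell line and experiment, so a loss due to MM-401 may be hidden in the comparison, and a peak that shrank without losing its call is invisible in these lists. Between 501 and 1000 bp the order went the other way. Of 457 peaks, 75.7% (71.6 to 79.4%) were overlapped under MM-401 and 83.2% (79.4 to 86.3%) in EtOH, with intervals that barely missed each other. At 301 to 500 bp the shares were 69.5% under MM-401 and 62.3% in EtOH. The class was picked after all widths had been seen, and the longer EtOH list was not reduced for it. It therefore draws no conclusion about MM-401, although data with read counts could be examined there.

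Few DMSO MLL1 peaks were overlapped under MM-401, and 3 explanations were weighed beside displacement of MLL1 by MM-401. Shifted peak edges from the 2 callers are argued against as the whole cause, because with up to 2 kb allowed the share was 24.3%, still below the 40.1% of WDR5 at 1 bp. Different choices of peaks by the 2 callers stay open. MM-401 MLL1 and WDR5, both from HPeak, overlapped at 3.73%, below the 5.56% of DMSO MLL1 and WDR5 across callers. These pairs differ in list length, and the share depends on it. The order turned with equal numbers within each pair, 4.74% (4.43 to 5.06%) under MM-401 against 3.95% (3.56 to 4.39%) in DMSO. The pairs still differed from each other in length, so neither order decides. MLL1 also has no pair of lists from 1 caller, so different choices by the callers cannot be told apart from an effect of the treatment. The third possible explanation is that many MLL1 peaks outside H3K4me2 are background calls. The study itself reported far fewer MLL1 peaks when MACS was run with a stricter cutoff. That cutoff could not be applied here, because the deposited list holds no p-value. Of the DMSO MLL1 peaks, 46.1% lay outside every H3K4me2 list, and 20 of these 3933 peaks, or 0.509% (0.329 to 0.784%), met an MM-401 MLL1 peak, which is what moves by 10 to 50 kb gave (mean 0.433%, range 0.254 to 0.636%). The 4592 peaks inside H3K4me2 met one in 9.41% of cases (8.60 to 10.3%). The overlap outside H3K4me2 was thus no more than chance placement gives, although MLL1 sites that MM-401 emptied completely would look the same.

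DMSO WDR5 peaks lay in H3K4me2 of MM-401 (92.5%) and EtOH (91.4%) more often than in H3K4me2 of DMSO itself (88.7%), and the 4OHT share was 88.8%. Gaps inside DMSO H3K4me2 domains may contribute. After joining H3K4me2 peaks at most 500 bp apart, DMSO reached 91.2% (90.7 to 91.6%) and MM-401 93.9% (93.5 to 94.3%), so gaps of that size were not the whole cause. With peaks up to 2 kb apart counted as shared, DMSO and MM-401 both had 96.5%, and EtOH with 94.7% and 4OHT with 94.4% were below DMSO, so the order turned for EtOH and WDR5 peaks missing from DMSO H3K4me2 mostly had it nearby. A difference in read depth between the H3K4me2 libraries stays open. No biological explanation was tested.

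Many WDR5 peaks of the Mll1 flox cells lay outside H3K4me2 of every list, 15071 of 34587 in EtOH (43.6%) against 621 of 14481 in DMSO. The median width of the EtOH peaks was 125 bp outside and 175 bp inside. If those outside were placed by chance, they would meet 4OHT WDR5 peaks no more often than after a move. They met one in 510 cases, or 3.38% (3.11 to 3.68%), while moves by 10 to 50 kb gave 0.784% on average and at most 0.949%. Chance placement of all of them is thus argued against, but 3.38% is far below the 30.2% of the 19516 peaks inside H3K4me2, and a mixture with many background calls may remain. A lower threshold or lower enrichment in that experiment and a difference between the cell lines stay open and were not tested.

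The higher share of WDR5 peaks on chromosome 1 in MAF9 cells was picked out after all chromosomes had been compared. A few dense clusters are argued against, since 16 of 20 windows of 10 Mb had a higher share in both MAF9 lists than in both Mll1 flox lists. MM-401 is argued against too, since the untreated DMSO list already had 10.6%. An extra copy of chromosome 1 in the MAF9 culture is a candidate explanation, which should raise background calls as well. Outside every H3K4me2 list the shares of WDR5 peaks on chromosome 1 were 9.50% (7.44 to 12.1%) in DMSO, 12.2% (10.7 to 13.9%) under MM-401, 8.94% (8.50 to 9.41%) in EtOH and 8.33% (7.95 to 8.72%) under 4OHT, so MM-401 exceeded both Mll1 flox lists and DMSO, with few peaks, did not. MLL1 peaks outside H3K4me2 had 15.1% (14.0 to 16.2%) on chromosome 1 in DMSO and 12.1% (11.6 to 12.6%) under MM-401, against 7.51% and 8.68% of those inside, while chromosome 1 makes up 7.56% of the summed spans. An extra copy and a difference between the experiments cannot be told apart with these lists, and the inputs, which would show a copy number, were not analysed here.

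Chromosome 9 held 5.60% (5.13 to 6.10%) of DMSO MLL1 peaks and 3.49% (3.28 to 3.71%) of MM-401 MLL1 peaks, and chromosome 17 changed from 4.25% to 2.84%. Loss of a copy in the treated cells would lower other antibodies too, but chromosome 9 held 4.80% (4.49 to 5.13%) of MM-401 and 4.99% (4.64 to 5.35%) of DMSO WDR5 peaks, which argues against it. The X chromosome held 0.364% of DMSO MLL1 peaks and 1.69% of MM-401 ones. The 2 callers, which may treat chromosomes differently, stay open beside MM-401.

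MLL1 and WDR5 peaks rarely overlapped but were often neighbours. A WDR5 peak lay within 2 kb of 23.8% of DMSO MLL1 peaks, within 10 kb of 36.5%, within 50 kb of 62.3% (61.3 to 63.3%) and within 100 kb of 74.4%. Random placement gave 29.6% within 50 kb and at most 30.6%. Placement at random over the chromosome is thus argued against as the whole cause, although it accounts for part of the neighbours at that distance. The ratio to random placement fell from 22.5 for overlap to 2.11 at 50 kb. For overlap, moves by 10 to 50 kb gave 0.564%, more than random placement, so the ratio would be lower against them. The closer background was not run for the longer distances. An assignment of peaks to the nearest gene may therefore pair MLL1 and WDR5 far more often than overlap of peaks does, but no gene-level overlap was run here.

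Values here count peaks, whereas most of the values quoted from the study count annotated genes or loci. The DMSO WDR5 list used here had 14481 peaks. It is longer than the number quoted from the study above. The study gives that number for WDR5 in MLL-AF9 cells, before it introduces MM-401. The cause of the difference is unknown. The share of MLL1 peaks overlapping WDR5 was 5.56%. That is lower than the share of targets quoted from the study above. The share of WDR5 peaks overlapping MLL1 was 3.34%. That too is lower than the quoted share of targets. Of DMSO H3K4me2 peaks, 39.4% were covered by less than 50% or not at all under MM-401. Only 20.6% were covered over their whole length, so the share with some loss depends on how much loss is counted. The peaks covered by less than 50% or not at all numbered 41415. That is higher than the quoted number of loci. The quoted number and share together imply a total far below the 105136 DMSO H3K4me2 peaks used here. Neither the counts nor the shares of H3K4me2 loss can therefore be set directly against the quoted ones. WDR5 peaks absent under MM-401 numbered 8671. That is higher than the quoted number of gene loci. Of the DMSO WDR5 peaks absent under MM-401, 55.3% of those also called in EtOH, and 76.1% of all, were absent under 4OHT. The share quoted from the study for Mll1-deleted cells lies between these values. MLL1 peaks without overlap under MM-401 numbered 8073, or 94.7%, across callers. Both are higher than the values quoted for MLL1 loss.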
